A study of Mus musculus with 15 samples. Its data were reported in "Metastasis-initiating cells induce and exploit a fibroblast niche to fuel malignant colonization of the lungs" (2020).

How the data were processed

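Fibroblasts sorted from whole mouse lungs were profiled on Affymetrix Mouse Genome expression arrays, 1-colour arrays on which each transcript is read by a set of short probes near its 3' end. The series held 15 arrays in 5 groups of 3: healthy lungs, lungs at week 1 after tail vein injection of MDA-MB-231 (MDA) or MDA-MB-231-LM2 (MDA-LM2) cells, and lungs at week 3 after injection of either line. Groups and replicate numbers were taken from the sample labels. Each biological replicate encompassed 1 to 3 mice, so the spread between arrays is a spread between mice or small pools of mice.

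By the methods of the study, cells were gated as positive for the fibroblast receptors PDGFRA or PDGFRB and negative for the leukocyte marker PTPRC, the myeloid marker ITGAM, the endothelial marker PECAM1 and the epithelial marker EPCAM. RNA was preamplified with the Ovation Pico WTA kit, and the authors normalized the raw arrays with the robust multi-array average (RMA) in Chipster before they compared groups. The deposited values are probe set intensities on a linear scale, not the log2 scale that RMA usually returns, which was inferred from the values: the lowest intensity on each array was 31.0 to 35.19 and the highest 26890 to 27897. The sources do not state how the deposited intensities were returned to the linear scale. No raw scanner values were used here, so signal below background could not be told from low expression, and the number of arrays limits the precision of every value.

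The table held 45100 probe sets, of which 64 were control probe sets. Probe sets were named through the platform annotation, in which 34957 had 1 gene symbol, 932 had several and 9211 had none. Of those with 1 symbol, 34753 were matched through their gene identifier and 0 symbols needed an update. Each of 18194 genes was represented by the probe set with the highest mean over all 15 arrays among its probe sets with exactly 1 symbol, and 9012 genes had several to choose from. Genes from probe sets with several symbols were not named.

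Deposited intensities were converted to log2 without further normalization, and genes were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided). Two-group comparisons were fitted on the 6 arrays of the groups compared. The difference of the stage effect between the lines (the interaction) and the stage effect over both lines, with the line as a covariate, were fitted on the 12 arrays of the metastasis groups. P-values were adjusted by Benjamini-Hochberg over all genes, and a gene was called at an adjusted p under 0.05. Effects are log2 fold changes with the standard error (SE) of the fit.

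A total of 44 gene lists with 874 entries, 817 of them measured, covered inflammation, interferon responses, the cell cycle, matrix, metabolism, stress, fibroblast subtypes and other lung cell types. Each list was tested against all other genes with limma's camera at a preset inter-gene correlation of 0.01, and p-values were adjusted over the lists of a comparison. Members were also counted with p-values adjusted over the list alone. The list of CXCR3 ligands and the list of prometastatic matrix genes were picked by the study on these samples and are not independent evidence.

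The genes named in the text followed a rule: in each comparison the 10 highest and 6 lowest log2 fold changes among called genes whose groups did not overlap and whose mean in the higher group reached the median of all genes, or with none called the 3 highest and 3 lowest, always Cxcl9, Cxcl10, Pdgfra, Pdgfrb, Acta2, Tnc, Fn1, Thbs2, Lox and Serpinb2, and up to 4 members of each list described. Groups, comparisons, tests, gene lists, this rule and the alternative settings were chosen before the data were examined. Named outside the rule, after their values were seen, were Nkain4, Ptprc, Csf1r, S100a8, S100a9, Pecam1, the examples of genes induced in common and the clock and channel genes.

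Principal components were computed on the 2000 genes of highest variance, centred and not scaled. The separation of groups was tested by 100000 permutations of the group labels, and single values were compared with exact permutation tests, for which 3 arrays against 3 cannot give a two-sided p below 0.1. Probe sets for both ends of the Gapdh and Actb transcripts, hybridisation spikes and poly-A spikes served as signs of RNA quality.

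The tests were run on simulated data, drawn for the real genes with 50 genes changed at each of 4 fold sizes. For MDA-LM2 micro against healthy, 25 of 50 genes changed by a log2 fold of 1 were recovered, 45 of 50 at a log2 fold of 2, 50 of 50 at 3 and 49 of 50 at 4, and 3 of 173 calls were false. The interaction test recovered 23, 41, 49 and 48 of 50 genes at those sizes with 10 of 172 calls false, and the stage test 43, 50, 50 and 50 of 50 with 3 of 203 calls false.

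Alternatives were a fit of all 15 arrays together, leaving out each array in turn, the replicate number as a block, quantile normalization over the 15 arrays, centring each array on its median, the mean of all probe sets of a gene, every probe set tested, no probe sets that can be shared between genes (identifiers ending in _s_at or _x_at), a filter on dim genes, eBayes with trend and robust settings, a minimum of 2-fold, and for gene lists an estimated inter-gene correlation, limma's fry and fgsea 1.28.0 at a false discovery rate under 0.1. For principal components they were all genes, a smaller set of genes of highest variance, and genes scaled to unit variance.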

Results

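Fibroblasts from healthy mouse lungs and from lungs with early (micro, week 1) or late (macro, week 3) metastases of MDA or MDA-LM2 breast cancer cells were compared on 15 arrays, 3 per group. Effects are log2 fold changes ± SE between groups of 3 arrays unless another number is given. Lists of genes were tested against all other genes, and a list is called higher or lower in that sense.

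As a sign of RNA quality, the 3' to 5' probe set difference did not differ detectably between the 6 macro and 6 micro arrays for Gapdh (-0.15, exact p = 0.14) or Actb (-0.026, exact p = 0.27). By group, Gapdh separated MDA micro (1.365 to 1.441), MDA-LM2 micro (1.184 to 1.243) and MDA-LM2 macro (1.007 to 1.051), but not MDA macro (1.032 to 1.434). A share of RNA quality in comparisons of these groups was not tested. Hybridisation spikes (-0.27, exact p = 0.0022) and array medians (-0.042, exact p = 0.0065) were lower on macro arrays. Poly-A spikes were higher (0.068, exact p = 0.0043), and adjusted p was 0.013 for each. With 3 arrays against 3 the exact p cannot fall below 0.1, which leaves a difference of single groups from healthy open. After the values were seen, the 6 macro arrays were compared with the 3 healthy ones. They differed by 0.11 in poly-A (exact p = 0.012) and -0.21 in hybridisation spikes (exact p = 0.024, adjusted p = 0.072 each).

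The first question was whether the transcriptome of lung fibroblasts followed the presence and stage of metastases. Principal component 1 held 65.4% of the variance among 2000 genes and component 2 held 7.66%. Groups separated more than permuted groups did (F = 9.71, p = 1e-05, the smallest p the permutations can give), also with all genes (F = 4.72) or scaled genes (F = 7.16). The distance from the healthy centroid was 60.3 ± 5.09 for MDA macro and 65.3 ± 2.71 for MDA-LM2 macro (mean ± SD, n = 3). It was 34.9 ± 3.17 for MDA-LM2 micro and 27.0 ± 3.74 for MDA micro, beside 27.1 ± 1.27 for healthy arrays measured against a centroid that left the array itself out. MDA-LM2 micro arrays were not shown to lie farther out than MDA micro arrays (exact p = 0.1, the smallest possible). The nearest array belonged to the same group for 3 of 3 arrays in each metastasis group and for 0 of 3 healthy arrays.

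**Figure D1:**
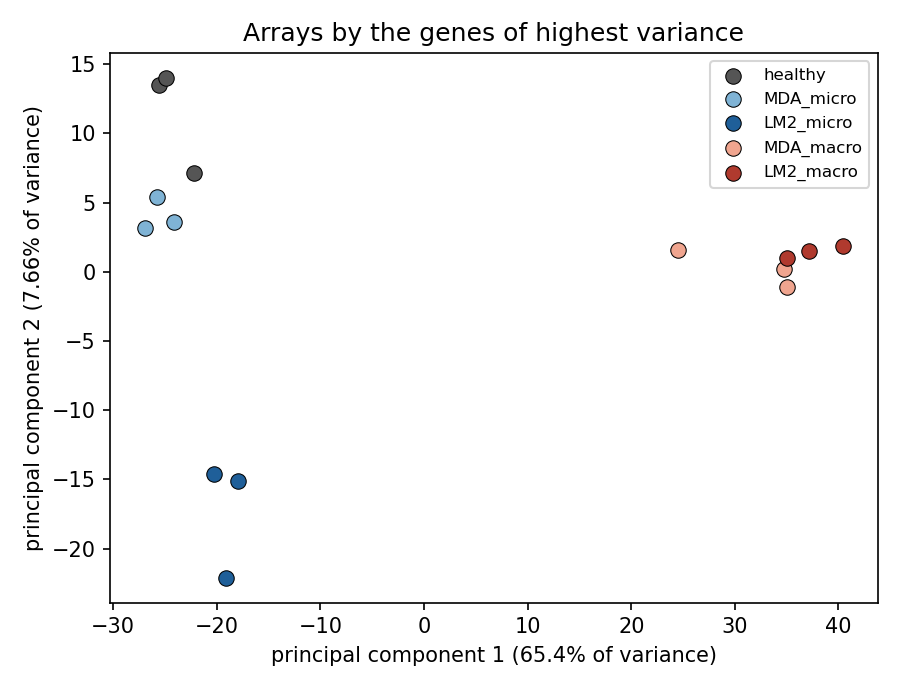
Principal components of the 15 arrays on the 2000 genes of highest variance, coloured by group. Component 1 separated both macro groups from the healthy and micro groups.

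The comparison of MDA micro with healthy asked whether fibroblasts responded to early metastases of the parental line. Cxcl10, which encodes a ligand of the chemokine receptor CXCR3, had a log2 fold change of 2.47 ± 0.31 (adjusted p = 0.199), and the related ligand Cxcl9 one of 1.29 ± 0.15 (adjusted p = 0.154), or 0.12 on another probe set. Tnc, which encodes the matrix protein tenascin C, had a value of 1.33 ± 0.22 (adjusted p = 0.28). The other extreme values were 1.98 ± 1.05 for the collagen gene Col19a1, 1.72 ± 0.90 for 6330415G19Rik, -1.81 ± 0.54 for the protein C receptor gene Procr, -1.80 ± 0.25 for the matrix gene Comp and -1.56 ± 0.45 for the growth factor gene Ptn. Of 18194 genes, 0 passed with limma (lowest adjusted p = 0.0911), whereas 1542 genes had an unadjusted p under 0.05. A fit of all 15 arrays called 22 genes, among them Cxcl10, Cxcl9, Tnc and Comp.

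Among gene lists, 4 were higher and 6 lower in MDA micro than in healthy fibroblasts although 0 members passed over all genes. The type I interferon response was higher (28 measured members, median 0.42, camera adjusted p = 5.1e-12, 0.452 with an estimated correlation), with 10 members higher when adjusted over the list alone and Mx1 at 1.66 ± 0.40 the most distant. Alveolar fibroblast markers were also higher (18 members, median 0.25, adjusted p = 3.03e-07, 0.528 with an estimated correlation), 3 of them over the list alone, and Fgfr4 stood at 1.14 ± 0.30. CXCR3 ligands (3 members, median 1.29, adjusted p = 0.00237, 0.528 with an estimated correlation) and contractile genes (22 members, median 0.25, adjusted p = 4.07e-05, 0.452 with an estimated correlation) were the other higher lists. The CXCR3 ligands, picked by the study, are not independent evidence.

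Immediate early genes were lower in MDA micro (25 members, median -0.20, adjusted p = 1.64e-05, 0.452 with an estimated correlation), with 5 members lower over the list alone and Socs3 at -0.92 ± 0.15. Adventitial fibroblast markers were lower (18 members, median -0.44, adjusted p = 9.4e-07, 0.528 with an estimated correlation), as were mesothelial markers (16 members, median -0.20, adjusted p = 0.000829, 0.452 with an estimated correlation). Pericyte markers were lower as well (18 members, median -0.30, adjusted p = 0.000497, 0.783 with an estimated correlation), but not without healthy replicate 1 (adjusted p = 0.0518) or MDA micro replicate 2 (0.0752). Basement membrane genes (median -0.11) and proteoglycan genes (median -0.16) each had an adjusted p of 0.045, and 0.452 with an estimated correlation. The call of basement membrane genes ended without healthy replicates 1 or 3 or any of the MDA micro replicates 1, 2 and 3 (adjusted p from 0.0565 to 0.128). Proteoglycan genes lost theirs without healthy replicates 1 or 3 or MDA micro replicates 1 or 2 (0.0669 to 0.156).

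The comparison of MDA-LM2 micro with healthy asked the same of early metastases of the more aggressive line. Cxcl10 rose by 3.43 ± 0.17 (adjusted p = 0.00385), or 10.7-fold, and Cxcl9 by 2.39 ± 0.15 (adjusted p = 0.00918). Another Cxcl9 probe set gave 0.77 without a call (adjusted p = 0.0675). Genes of contractile cells rose with them, among them Cnn1, which encodes calponin, by 2.58 ± 0.31 (adjusted p = 0.0304), Actg2, a smooth muscle actin, by 2.30 ± 0.21 (adjusted p = 0.0166), and Myocd, a transcriptional coactivator of smooth muscle genes, by 2.26 ± 0.19 (adjusted p = 0.0124). Further genes that rose were Grp, which encodes gastrin-releasing peptide (3.30 ± 0.43), Itih4 (3.12 ± 0.37), the metalloproteinase inhibitor gene Timp4 (2.91 ± 0.22), Sh3bgr (2.46 ± 0.29) and the potassium channel gene Kcna5 (2.23 ± 0.30). Those that fell were the clock gene Npas2 (-2.13 ± 0.15), the AP-1 gene Fosb (-1.93 ± 0.19), the prostaglandin synthase gene Ptgs2 (-1.74 ± 0.25), Ear3 (-1.58 ± 0.23), the neutrophil chemokine gene Cxcl1 (-1.37 ± 0.15) and the matrix gene Spon2 (-1.32 ± 0.19). Sh3bgr and Spon2 were not called on the mean of all their probe sets.

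In all, 106 genes passed in MDA-LM2 micro against healthy, 85 higher and 21 lower, and 90 of them changed at least 2-fold. A fit of all 15 arrays called 322. This count fell to 1, 1 and 46 without healthy replicates 1, 2 and 3, and to 0, 13 and 2 without MDA-LM2 micro replicates 1, 2 and 3. Cxcl10 lost its call without MDA-LM2 micro replicate 1 (adjusted p = 0.0509), and Cxcl9 without healthy replicate 1 (0.0506), healthy replicate 2 (0.0565) or MDA-LM2 micro replicate 1 (0.0509). The log2 fold change without any 1 array stayed between 3.29 and 3.53 for Cxcl10 and between 2.26 and 2.52 for Cxcl9. Of 17 named genes called in this comparison, 0 kept their call in each of these fits. Acta2, the alpha smooth muscle actin gene, rose by 1.08 ± 0.16 (adjusted p = 0.0471), and by 2.18 on a probe set that cannot be shared with other genes. The fibroblast receptor genes Pdgfra (-0.20 ± 0.11) and Pdgfrb (0.19 ± 0.12) did not pass, nor did Tnc (1.44 ± 0.22, adjusted p = 0.0551).

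Of 28 genes of the type I interferon response, 7 rose and 0 fell in MDA-LM2 micro against healthy (18 rose when adjusted over the list alone), including Ifit1 (1.94 ± 0.26), Zbp1 (1.66 ± 0.16) and Irf7 (1.45 ± 0.15). The list was higher (adjusted p = 7.33e-21, 0.1 with an estimated correlation). Smooth muscle markers were higher too (adjusted p = 1.64e-15, 0.105 with an estimated correlation), and 8 of 15 rose (11 over the list alone), including Kcnmb1 (2.15 ± 0.16) and Lmod1 (1.75 ± 0.17). Contractile genes, which share members with that list, rose in 9 of 22 cases (14 over the list alone, adjusted p = 4.45e-19, 0.1 with an estimated correlation). Markers of ductal and alveolar myofibroblasts were higher (adjusted p = 0.00184, 0.128 with an estimated correlation) through Actg2 and Mustn1 (1.04 ± 0.15), 2 of 13 members (5 over the list alone). CXCR3 ligands were higher (adjusted p = 0.000322, 0.128 with an estimated correlation), as 2 of 3 rose.

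The interferon-gamma response was higher in MDA-LM2 micro (23 members, adjusted p = 0.00117, 0.359 with an estimated correlation) although 0 members passed and 2 did over the list alone, with Gbp3 at 1.03 ± 0.19. Mitosis genes were higher (29 members, adjusted p = 3.49e-05, 0.105 with an estimated correlation), of which 1 rose (3 over the list alone). This was Top2a (1.00 ± 0.15), which lost its call when arrays were quantile normalized (adjusted p = 0.0563) or centred on their median (0.052). Immediate early genes were lower (adjusted p = 1.18e-09, 0.105 with an estimated correlation) and 2 of 25 fell (8 over the list alone), Fosb and Atf3 (-1.28 ± 0.18). Of 18 adventitial fibroblast markers, 1 fell (2 over the list alone), Igfbp6 (-0.99 ± 0.13), and the list was lower (adjusted p = 1.94e-07, 0.451 with an estimated correlation).

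Weaker list shifts in MDA-LM2 micro depended on single arrays. MHC class I genes were higher (adjusted p = 0.0321, 0.503 with an estimated correlation), but not without healthy replicates 1 or 2 or MDA-LM2 micro replicate 1 (adjusted p from 0.0511 to 0.188). Pericyte markers were higher (adjusted p = 0.0399, 0.752 with an estimated correlation, Rgs5 1.11 ± 0.20 not called), but not without healthy replicate 2 or MDA-LM2 micro replicates 2 or 3 (adjusted p from 0.0758 to 0.482). Cell-cycle inhibitors and cholesterol synthesis genes were lower (adjusted p = 0.0242 each, 0.227 and 0.503 with an estimated correlation). Both lost the call without healthy replicate 1 (0.129 and 0.132), the latter also without MDA-LM2 micro replicate 3 (0.212). Among markers of other cells, 1 of 16 mesothelial markers fell, Upk3b (-0.85 ± 0.11), and the list was lower (adjusted p = 0.0306, 0.503 with an estimated correlation), but not without healthy replicate 3 (0.156) or MDA-LM2 micro replicate 2 (0.12). Macrophage and monocyte markers were lower (adjusted p = 0.0306, 0.652 with an estimated correlation) with 0 of 20 called, but not without healthy replicate 1 or MDA-LM2 micro replicates 1 or 2 (0.0597 to 0.283).

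The direct comparison of MDA-LM2 micro with MDA micro asked whether the fibroblast response at week 1 depended on the cancer line. Genes of smooth muscle and contraction were among those that differed. Cnn1 was higher by 1.92 ± 0.14 (adjusted p = 0.0103), Myocd by 1.99 ± 0.25 (adjusted p = 0.0395) and the small heat shock protein gene Hspb6, which is abundant in muscle, by 2.03 ± 0.20 (adjusted p = 0.0202). Also higher were Itih4 (2.78 ± 0.27), Grp (2.62 ± 0.29), Sh3bgr (2.23 ± 0.22), Map3k7cl (2.15 ± 0.20), the secreted factor gene Scube3 (2.14 ± 0.13), Stac (2.02 ± 0.17) and Pcp4l1 (1.92 ± 0.14). Lower were Scube2 (-1.20 ± 0.13), the sodium channel gene Scn3a (-1.15 ± 0.15), Syt17 (-1.14 ± 0.14), the cytokine subunit gene Il12a (-1.11 ± 0.15), Igfbp3 (-1.05 ± 0.15) and 1810010H24Rik (-1.05 ± 0.15). Igfbp3 (adjusted p = 0.0552) and 1810010H24Rik (0.0539) were not called after arrays were centred on their median. Acta2 was higher by 0.80 ± 0.10 (adjusted p = 0.0395), and by 1.73 on a probe set that cannot be shared.

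Cxcl9 (1.10 ± 0.18, adjusted p = 0.0802) and Cxcl10 (0.96 ± 0.30, adjusted p = 0.295) did not differ detectably between MDA-LM2 micro and MDA micro, so the induction of these ligands was not shown to depend on the line. In all, 75 genes passed, 62 higher and 13 lower in MDA-LM2 micro, and 231 in a fit of all 15 arrays. The count fell to 0, 0 and 33 without MDA micro replicates 1, 2 and 3 and to 0, 14 and 0 without MDA-LM2 micro replicates 1, 2 and 3. In this comparison 0 of 17 called named genes kept their call in each of these fits. Smooth muscle markers were higher (adjusted p = 1.08e-14, 0.105 with an estimated correlation), and 7 of 15 rose (11 over the list alone), among them Actg2 (1.79 ± 0.18), Lmod1 (1.78 ± 0.19) and Kcnmb1 (1.65 ± 0.18). Contractile genes, ductal and alveolar myofibroblast markers and pericyte markers were higher too (adjusted p = 1.57e-12, 0.00261 and 1.62e-07, and 0.149, 0.271 and 0.356 with an estimated correlation). Of 18 pericyte markers 2 rose (6 over the list alone), Rgs5 (1.64 ± 0.22) and Mcam (1.18 ± 0.17), the latter not after centring (adjusted p = 0.0521).

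Alveolar fibroblast markers were lower in MDA-LM2 micro than in MDA micro (adjusted p = 3.04e-08, 0.134 with an estimated correlation), and 1 of 18 fell (7 over the list alone), Scn3a. The type I interferon response was higher (median 0.36, adjusted p = 5.75e-07, 0.143 with an estimated correlation) with 0 members called and 2 over the list alone. The mitosis list was higher as well (adjusted p = 0.00261, 0.271 with an estimated correlation), with 1 gene called, Top2a (0.92 ± 0.10). Immediate early genes (adjusted p = 0.00891) and cell-cycle inhibitors (adjusted p = 0.00928) were lower, each with an adjusted p of 0.214 with an estimated correlation and 0 members called. The interferon-gamma response (adjusted p = 0.0062, 0.271 with an estimated correlation) was higher but not without MDA-LM2 micro replicate 2 (0.0597). CXCR3 ligands and MHC class I genes each had an adjusted p of 0.0435 (0.356 and 0.271 with an estimated correlation). Both lost their call without MDA micro replicate 2 (0.0905 each) or MDA-LM2 micro replicate 1 (0.126 and 0.139). MHC class I genes also did without MDA micro replicate 1 (0.0591).

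The comparison of MDA macro with healthy asked how fibroblasts changed when the parental line had grown to macrometastases. Cxcl10 rose by 5.22 ± 0.15 (adjusted p = 5.34e-05) and Cxcl9 by 3.71 ± 0.16 (adjusted p = 0.00011), or by 1.43 on another probe set. Chemokines that draw neutrophils and monocytes rose as well, Cxcl2 by 4.29 ± 0.43 (adjusted p = 0.00149) and Ccl2 by 4.06 ± 0.22 (adjusted p = 0.000224). Other genes that rose were Kif26b (4.70 ± 0.22), the metalloproteinase gene Adam12 (4.49 ± 0.24), the collagen gene Col10a1 (3.90 ± 0.20), Rgs16 (3.86 ± 0.19), the mechanically gated channel gene Piezo2 (3.77 ± 0.15) and the antiviral gene Rsad2 (3.62 ± 0.26). Genes that fell were Fam162b (-3.38 ± 0.30), Vsnl1 (-3.14 ± 0.22), Iyd (-3.0 ± 0.20), Kank3 (-2.83 ± 0.17), the transcription factor gene Hlf (-2.80 ± 0.65) and Pgm5 (-2.76 ± 0.19). Hlf lost its call without healthy replicate 3 or MDA macro replicates 1, 2 or 3 (adjusted p from 0.0558 to 0.0917).

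In all, 2770 genes passed in MDA macro against healthy, 1533 higher and 1237 lower, and 1122 changed at least 2-fold. The count was 1837 without healthy replicate 1, 1529 without MDA macro replicate 1 and 1624 without MDA macro replicate 2. Pdgfra fell (-0.62 ± 0.11, adjusted p = 0.0115) while Pdgfrb rose (0.55 ± 0.12, adjusted p = 0.021), the latter not without healthy replicates 2 or 3 or MDA macro replicates 1, 2 or 3 (adjusted p from 0.055 to 0.0644). Among matrix genes that the study picked on these samples, which are not independent evidence, Tnc (2.38 ± 0.22), Thbs2 (1.78 ± 0.17), Lox (0.93 ± 0.16) and Fn1 (0.68 ± 0.11, and 2.33 on another probe set) rose and Serpinb2 (0.76 ± 0.34, adjusted p = 0.175) did not pass. That list was higher (adjusted p = 0.000264, 0.172 with an estimated correlation). Acta2 rose by 0.87 ± 0.17 (adjusted p = 0.0171), but by 0.42 and without a call on a probe set that cannot be shared (adjusted p = 0.337). Its call ended without healthy replicates 1 or 2 or MDA macro replicates 1 or 2 (0.0521 to 0.0614).

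Inflammatory and interferon genes moved broadly in MDA macro. Of 28 type I interferon genes, 27 rose and 0 fell (28 rose over the list alone), including Irf7 (3.55 ± 0.19) and Oas1a (3.09 ± 0.18), and the list was higher (adjusted p = 1.59e-21, 0.105 with an estimated correlation). The IL-1 and NF-kB response was higher and held with an estimated correlation (adjusted p = 3.78e-09, and 0.0474). In it 17 of 26 genes rose and 1 fell (18 and 1 over the list alone), with Ptgs2 at 2.88 ± 0.23 and Tnfaip3 at 2.32 ± 0.16. Chemokines other than CXCR3 ligands (8 of 22 rose, 9 over the list alone), the interferon-gamma response (14 of 23 rose, 16 over the list alone) and MHC class I genes (6 of 11 rose, 7 over the list alone) were higher. Their adjusted p was 0.00124, 1.08e-06 and 0.000199, and 0.162, 0.172 and 0.336 with an estimated correlation, with Ccl7 at 3.58 ± 0.14, Gbp3 at 1.64 ± 0.17 and Tap1 at 1.00 ± 0.18. Immediate early genes were higher (10 of 25 rose, 10 over the list alone, adjusted p = 0.000468, 0.336 with an estimated correlation), such as Nr4a2 (2.58 ± 0.21).

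Proliferation genes rose in MDA macro. Of 29 mitosis genes, 28 rose and 0 fell (28 over the list alone), including Mki67 (3.30 ± 0.21) and Ube2c (3.19 ± 0.17), and the list held with an estimated correlation (adjusted p = 5.34e-22, and 0.0265). Of 29 genes of DNA replication 15 rose (18 over the list alone), including Mcm5 (2.70 ± 0.24), and the list was higher (adjusted p = 1.08e-06, 0.097 with an estimated correlation). The TGF-beta response was higher (adjusted p = 4.09e-07, 0.172 with an estimated correlation). Of its 27 genes 15 rose and 1 fell (19 and 1 over the list alone), with Tgfb1 at 2.28 ± 0.15, Timp1 at 1.56 ± 0.20 and Tgfbi, which fell, at -2.05 ± 0.15. Fibrillar collagens and their processing enzymes were higher (10 of 22 rose, 12 over the list alone, adjusted p = 1.13e-05, 0.186 with an estimated correlation), among them Col5a3 (2.22 ± 0.22) and Col12a1 (1.40 ± 0.26). Matrix proteases and inhibitors were higher (11 of 27 rose and 5 fell, 12 and 5 over the list alone, adjusted p = 0.00648, 0.336 with an estimated correlation), as with Adamts4 (3.07 ± 0.18). Contractile genes were higher with 10 of 22 up and 2 down (11 and 2 over the list alone, adjusted p = 0.0182, 0.445 with an estimated correlation), but not without healthy replicate 2 (0.063), and the smooth muscle myosin gene Myh11 fell (-1.23 ± 0.22). Cholesterol synthesis genes were higher (8 of 17 rose and 1 fell, 9 and 1 over the list alone, adjusted p = 0.000264, 0.228 with an estimated correlation), with Cyp51 at 1.82 ± 0.16.

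Markers of alveolar and adventitial fibroblasts fell in MDA macro. Of 18 alveolar fibroblast markers 13 fell and 1 rose (16 and 1 over the list alone), including Slc7a10 (-2.52 ± 0.27) and Scn3a (-1.74 ± 0.28), and the list was lower (adjusted p = 3.78e-09, 0.336 with an estimated correlation). Of 18 adventitial fibroblast markers 10 fell and 2 rose (13 and 2 over the list alone), with Igfbp6 at -2.08 ± 0.26 and Fap, a protease gene of activated fibroblasts that rose against the rest of the list, at 2.43 ± 0.26. That list was lower (adjusted p = 1.13e-05, 0.336 with an estimated correlation). Pericyte markers moved both ways (5 of 18 rose and 6 fell, median 0.14, mean -0.24, adjusted p = 0.594), with Vtn at -1.84 ± 0.26. Ductal and alveolar myofibroblast markers did not pass (adjusted p = 0.191).

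Markers of other cells were measured too in MDA macro. Of 16 mesothelial markers 8 rose and 1 fell (12 and 1 over the list alone), with the keratin gene Krt18 at 3.38 ± 0.23, Gpm6a at 2.89 ± 0.44, Wt1 at 2.01 ± 0.24 and Nkain4 at -1.26 ± 0.17. The list was higher (adjusted p = 6.99e-05, 0.336 with an estimated correlation). Macrophage and monocyte markers were higher (6 of 20 rose, 8 over the list alone, adjusted p = 0.000914, 0.336 with an estimated correlation), among them Lyz2 (1.18 ± 0.21), whereas the pan-leukocyte gene Ptprc (0.03) and Csf1r (0.51) were not called. In the neutrophil list (4 of 14 rose, 5 over the list alone, adjusted p = 0.00363, 0.172 with an estimated correlation) Hdc (2.10 ± 0.20), Mmp8 (1.39 ± 0.18), Mpo (0.92 ± 0.14) and Cxcr2 (0.74 ± 0.13) rose. The abundant neutrophil genes S100a8 (0.04) and S100a9 (0.27) were not called. Cd3e, a T cell gene, rose by 2.89 ± 0.25 in hosts described as immunocompromised, and the lymphocyte list was not called (adjusted p = 0.126). Endothelial markers were split (2 of 20 rose and 3 fell, adjusted p = 0.509), with the receptor genes Kdr at 3.09 ± 0.14 and Tek at -2.23 ± 0.35, Plvap at 1.90 ± 0.13, and Pecam1 not called (-0.34). Airway epithelial markers were lower (2 of 14 fell, adjusted p = 0.0359, 0.336 with an estimated correlation), but not without healthy replicate 1 (0.094) or MDA macro replicate 2 (0.0839). The Schwann cell list was not called (adjusted p = 0.178), though Ncam1 (1.96 ± 0.29) and Ngfr (1.88 ± 0.19) rose.

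**Figure D2:**
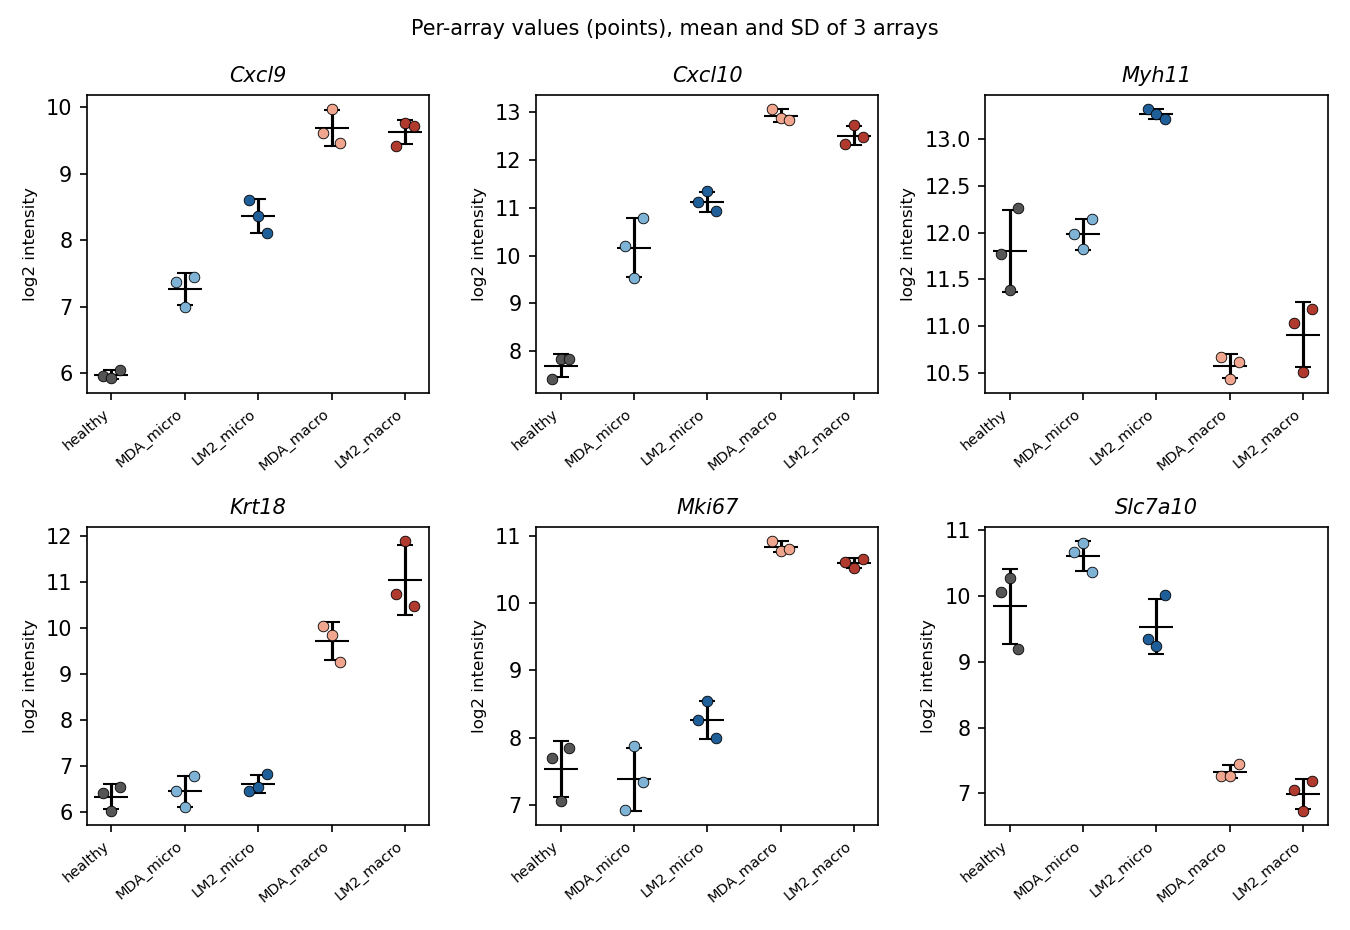
Log2 intensity on each array for Cxcl9, Cxcl10, Myh11, Krt18, Mki67 and Slc7a10 in the 5 groups. Points are arrays, 3 per group.

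The comparison of MDA-LM2 macro with healthy asked the same of macrometastases of the aggressive line. Cxcl10 rose by 4.81 ± 0.17 and Cxcl9 by 3.65 ± 0.13 (adjusted p = 5.01e-05 for each), the latter by 1.15 on another probe set. The receptor gene Kdr rose by 4.33 ± 0.12 (adjusted p = 3.65e-05), the growth factor gene Pdgfc by 4.04 ± 0.29 (adjusted p = 0.000268) and the keratin gene Krt18 by 4.70 ± 0.36 (adjusted p = 0.000347). Also higher were Adam12 (5.04 ± 0.21), Kif26b (4.84 ± 0.18), the adhesion molecule gene Chl1 (4.06 ± 0.21), Piezo2 (4.03 ± 0.12), Gpm6a (3.96 ± 0.41) and the protease inhibitor gene Slpi (3.88 ± 0.31). Lower were Vsnl1 (-3.72 ± 0.20), the transporter genes Slco2b1 (-3.29 ± 0.30) and Slc6a7 (-3.19 ± 0.24), Iyd (-3.27 ± 0.18), Fam162b (-3.19 ± 0.27) and Gap43 (-3.15 ± 0.29).

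In all, 4115 genes passed in MDA-LM2 macro against healthy, 2482 higher and 1633 lower, and 1349 changed at least 2-fold. Without MDA-LM2 macro replicate 1 the count was 2724 and without MDA-LM2 macro replicate 2 it was 2433. Centring arrays on their median shifted the median of all genes to 0.11, so that smaller effects in this comparison are relative to that shift. Tnc (2.45 ± 0.23), Thbs2 (1.84 ± 0.18), Lox (0.94 ± 0.16), Fn1 (0.64 ± 0.11, and 2.04 on another probe set) and Serpinb2 (0.75 ± 0.20) rose. Serpinb2 lost its call in 5 of the 6 fits without 1 of the healthy or MDA-LM2 macro replicates (adjusted p from 0.0572 to 0.0923). The list of these genes was higher (adjusted p = 0.00103, 0.185 with an estimated correlation). Pdgfra fell (-0.57 ± 0.12, adjusted p = 0.0149), though not without MDA-LM2 macro replicate 2 (0.052), and Pdgfrb did not pass (0.36 ± 0.11, adjusted p = 0.0647). Acta2 rose by 0.74 ± 0.15 (adjusted p = 0.0151), but stood at -0.45 on a probe set that cannot be shared (adjusted p = 0.118) and at 0.31 on another such probe set. It lost its call without MDA-LM2 macro replicate 2 (0.0559) or 3 (0.0502).

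Of 28 type I interferon genes 24 rose and 0 fell in MDA-LM2 macro (27 rose over the list alone), including Irf7 (3.47 ± 0.23) and Rsad2 (3.34 ± 0.28), and the list was higher (adjusted p = 9.05e-16, 0.23 with an estimated correlation). The interferon-gamma response (16 of 23 rose and 1 fell, 19 and 2 over the list alone, adjusted p = 3.55e-06, 0.23 with an estimated correlation) included the MHC class II genes H2-Ab1 (2.36 ± 0.24) and Cd74 (1.62 ± 0.29). MHC class I genes were higher (6 of 11 rose, 7 over the list alone, adjusted p = 0.00391, 0.369 with an estimated correlation), such as Tap1 (1.12 ± 0.19). In the IL-1 and NF-kB response 16 of 26 genes rose and 1 fell (17 and 1 over the list alone), with Saa3 at 3.14 ± 0.24 and Ptgs2 at 2.93 ± 0.22, and the list was higher (adjusted p = 7.59e-07, 0.169 with an estimated correlation). Other chemokines were higher (10 of 22 rose and 1 fell, as over the list alone, adjusted p = 0.00443, 0.185 with an estimated correlation), among them Ccl2 (3.43 ± 0.23) and Cxcl13 (3.12 ± 0.21). CXCR3 ligands were higher (2 of 3 rose, adjusted p = 0.00117, 0.23 with an estimated correlation).

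Proliferation genes and some matrix lists were higher in MDA-LM2 macro. Of 29 mitosis genes 27 rose and 0 fell, including Ube2c (3.11 ± 0.18) and Mki67 (3.06 ± 0.21), and of 29 DNA replication genes 14 rose (21 over the list alone), including Rrm2 (2.68 ± 0.28). These lists were higher (adjusted p = 2.25e-16 and 2.6e-06), each with an adjusted p of 0.169 with an estimated correlation. The TGF-beta response was higher (15 of 27 rose and 1 fell, 18 and 1 over the list alone, adjusted p = 5.26e-06, 0.185 with an estimated correlation), with Cdkn2b at 3.87 ± 0.22 and Tgfb1 at 2.29 ± 0.15. Fibrillar collagens were higher (11 of 22 rose and 1 fell, as over the list alone, adjusted p = 0.000373, 0.23 with an estimated correlation), such as Col11a1 (2.02 ± 0.36) and P4ha3 (2.14 ± 0.12). Matrix proteases and inhibitors were higher (11 of 27 rose and 4 fell, as over the list alone, adjusted p = 0.0279, 0.458 with an estimated correlation). Matrix glycoproteins (median 0.04, adjusted p = 0.67), proteoglycans (median -0.55, adjusted p = 0.0773) and basement membrane genes (median 0.13, adjusted p = 0.617) did not pass. Contractile genes were higher as well (10 of 22 rose and 3 fell, 13 and 3 over the list alone, adjusted p = 0.0246, 0.32 with an estimated correlation). Both depended on healthy replicate 2, without which their adjusted p was 0.0569 and 0.0882, and Myh11 fell (-0.90 ± 0.26). Cholesterol synthesis genes were higher (9 of 17 rose, adjusted p = 6e-04, 0.369 with an estimated correlation), with Cyp51 at 2.19 ± 0.18. Glycolysis genes were too (8 of 16 rose and 1 fell, adjusted p = 0.0291, 0.352 with an estimated correlation), with Hk2 at 1.59 ± 0.20. So were genes of ribosome production (7 of 20 rose, adjusted p = 0.0127, 0.32 with an estimated correlation), with Myc at 1.75 ± 0.19.

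Of 18 alveolar fibroblast markers 15 fell and 1 rose in MDA-LM2 macro, including Slc7a10 (-2.86 ± 0.28) and Scn3a (-2.55 ± 0.26), and of 18 adventitial markers 12 fell and 2 rose, with Clec3b at -2.18 ± 0.17 and Fap at 1.92 ± 0.19. These lists were lower (adjusted p = 2.74e-10 and 4.91e-07), each with an adjusted p of 0.29 with an estimated correlation. Pericyte markers were lower (9 of 18 fell and 2 rose, 10 and 5 over the list alone, adjusted p = 0.00261, 0.54 with an estimated correlation), such as Cox4i2 (-2.79 ± 0.25) and Vtn (-2.69 ± 0.26). Smooth muscle markers were not called (2 of 15 rose and 4 fell, median 0.12, mean -0.05, adjusted p = 0.63).

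Among markers of other cells, 13 of 16 mesothelial markers rose in MDA-LM2 macro and 1, Nkain4 (-0.92 ± 0.14), fell. Krt8 (3.53 ± 0.21) and Wt1 (3.30 ± 0.14) rose with Krt18 and Gpm6a, and the list was higher (adjusted p = 4.21e-07, 0.169 with an estimated correlation). In the neutrophil list (5 of 14 rose, adjusted p = 0.00634, 0.29 with an estimated correlation) Hdc rose by 3.46 ± 0.15 and Mmp8 by 1.29 ± 0.14, while S100a8 (0.92) and S100a9 (0.86) were not called. Macrophage and monocyte markers were not called as a list (adjusted p = 0.324), though Cd14 (2.45 ± 0.26) and Cd68 (1.48 ± 0.16) rose and Ptprc (0.15) and Csf1r (0.67) were not called. Endothelial markers were split (4 of 20 rose and 4 fell, adjusted p = 0.93), Kdr against Tek (-2.50 ± 0.23) and Cdh5 (-1.12 ± 0.28), and Pecam1 was not called (-0.38). Alveolar epithelial markers as a list were not called (adjusted p = 0.811), with the water channel gene Aqp5 at 2.31 ± 0.13. Alas2, an erythroid heme synthesis gene, rose by 2.74 ± 0.21, whereas the erythroid and platelet list was not called (adjusted p = 0.152). Cd3e (2.29 ± 0.23) and Ncam1 (2.99 ± 0.17) rose without a call of the lymphocyte (adjusted p = 0.273) or Schwann cell list (0.197).

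The direct comparison of MDA-LM2 macro with MDA macro asked whether the difference between lines persisted at week 3. Only 2 genes passed, both lower in MDA-LM2 macro: Tmie (-1.97 ± 0.13, adjusted p = 0.0154), a gene of inner ear sensory cells, and the semaphorin gene Sema5b (-1.27 ± 0.10, adjusted p = 0.0282). Tmie stood at -0.25 (adjusted p = 0.611) on a probe set that cannot be shared, and Sema5b had an adjusted p of 0.0556 once such probe sets were left out. Without any 1 of the MDA macro replicates 1, 2 and 3 or the MDA-LM2 macro replicates 1, 2 and 3 the count was 0, and 1864 genes had an unadjusted p under 0.05. A fit of all 15 arrays called 64 genes, 42 of them higher in MDA-LM2 macro, the mean of all probe sets 21 (14 higher) and a filter on dim genes 27 (14 higher). Cxcl10 (-0.41 ± 0.14, adjusted p = 0.384), Cxcl9 (-0.06 ± 0.17, adjusted p = 0.942) and Tnc (0.07 ± 0.13, adjusted p = 0.905) did not differ detectably. Another Tnc probe set gave -1.05 (adjusted p = 0.156).

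Mesothelial markers were higher in MDA-LM2 macro than in MDA macro (16 members, median 0.83, adjusted p = 1.13e-07, 0.689 with an estimated correlation), 5 of them over the list alone, with Lrrn4 at 1.37 ± 0.22 and not called over all genes. Pericyte markers were lower (18 members, median -0.58, adjusted p = 2.45e-15, 0.689 with an estimated correlation), 11 of them over the list alone, with Mcam at -1.14 ± 0.13. Immediate early genes (median -0.17, adjusted p = 1.13e-07, 0.689 with an estimated correlation) and proteoglycan genes (median -0.21, adjusted p = 0.000787, 0.689 with an estimated correlation) were lower. Alveolar (adjusted p = 0.00672, 0.746 with an estimated correlation) and adventitial fibroblast markers (adjusted p = 0.00654, 0.7 with an estimated correlation) were lower. The former lost the call without MDA macro replicate 3 (0.19) or MDA-LM2 macro replicate 2 (0.192), and the latter without MDA macro replicate 3 (0.162). Macrophage and monocyte markers were lower (adjusted p = 0.00684, 0.695 with an estimated correlation), but not without MDA macro replicate 3 (0.0887) or MDA-LM2 macro replicate 1 (0.0734). Oxidative phosphorylation genes were higher (adjusted p = 0.0329, 0.695 with an estimated correlation), but not without MDA macro replicates 1 or 3 or MDA-LM2 macro replicates 2 or 3 (0.0841 to 0.167).

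The stage comparisons asked how fibroblasts changed from week 1 to week 3 within each line. With MDA, inflammatory genes were among those with the largest rises. Cxcl2 rose by 4.96 ± 0.22 (adjusted p = 9.34e-05), the cytokine gene Il6 by 4.33 ± 0.15 (adjusted p = 8.42e-05), Ptgs2 by 3.87 ± 0.27 (adjusted p = 0.000307) and Ccl7 by 3.78 ± 0.33 (adjusted p = 0.000563). Also higher in MDA macro were Rgs16 (4.19 ± 0.18), Gpm6a (4.03 ± 0.25), Col10a1 (3.85 ± 0.22), Pdgfc (3.8 ± 0.33), the mitosis gene Ube2c (3.56 ± 0.13) and Piezo2 (3.56 ± 0.17). Lower were the amino acid transporter gene Slc7a10 (-3.29 ± 0.15), Kank3 (-3.27 ± 0.17), Nat8f3 (-3.09 ± 0.25), Pgm5 (-3.05 ± 0.15), the glutamate receptor gene Gria1 (-3.04 ± 0.33) and 1810010H24Rik (-2.93 ± 0.15). Cxcl10 (2.75 ± 0.29), Cxcl9 (2.42 ± 0.18), Thbs2 (2.49 ± 0.24), Tnc (1.05 ± 0.12) and Lox (0.69 ± 0.11) rose between stages. Fn1 rose by 0.44 ± 0.10 (adjusted p = 0.027) but kept its call in 0 of 6 fits without 1 of the MDA micro or MDA macro replicates. Another Fn1 probe set gave 1.34 (adjusted p = 0.0053). Acta2 rose by 0.59 ± 0.13 (adjusted p = 0.0194), but stood at -0.03 on a probe set that cannot be shared and at 0.27 on another such probe set, and it kept its call in 3 of those 6 fits. In all, 3346 genes passed, 1900 higher and 1446 lower, and 2138 without MDA macro replicate 1.

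In the MDA stage comparison 23 lists were called, 19 of them higher in macro. Mitosis genes (27 of 29 rose, Mki67 3.46 ± 0.23), type I interferon genes (23 of 28 rose, Irf7 2.61 ± 0.18) and the IL-1 and NF-kB response (18 of 26 rose and 1 fell, Tnfaip3 3.0 ± 0.18) were higher. Their adjusted p was 4.37e-20, 1.67e-14 and 9.49e-09, and 0.0769, 0.106 and 0.0769 with an estimated correlation. Over the list alone 28, 26 and 19 of their members rose. Immediate early genes were higher (13 of 25 rose, 15 over the list alone, adjusted p = 7.43e-08, 0.106 with an estimated correlation), with Nr4a2 at 3.25 ± 0.19. Cholesterol synthesis genes were higher too (12 of 17 rose and 1 fell, 13 and 1 over the list alone, adjusted p = 1.62e-06, 0.0769 with an estimated correlation), with Cyp51 at 2.08 ± 0.21. Mesothelial markers were higher (11 of 16 rose and 1 fell, 13 and 1 over the list alone, adjusted p = 1.65e-06, 0.211 with an estimated correlation), with Krt18 at 3.27 ± 0.24. Macrophage and monocyte markers also were (7 of 20 rose, 9 over the list alone, adjusted p = 0.000445, 0.285 with an estimated correlation), with Lyz2 at 2.19 ± 0.35. Of 18 alveolar fibroblast markers 16 fell and 1 rose (17 and 1 over the list alone, adjusted p = 8.59e-14, 0.168 with an estimated correlation), among them Fgfr4 (-2.80 ± 0.20). Ductal and alveolar myofibroblast markers were lower (adjusted p = 0.0389, 0.351 with an estimated correlation), but not without MDA micro replicates 1 or 3 or MDA macro replicates 2 or 3 (0.0514 to 0.113). Adventitial markers were lower (adjusted p = 0.0192, 0.562 with an estimated correlation), but not without MDA micro replicate 3 (0.16) or MDA macro replicate 1 (0.0543), and Fap rose (3.10 ± 0.41).

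With MDA-LM2, the stage comparison joined a gain of inflammatory and mesothelial genes to a loss of contractile genes. Gpm6a rose by 4.95 ± 0.23 (adjusted p = 8.14e-05), Ptgs2 by 4.68 ± 0.17 (adjusted p = 4.73e-05), Kdr by 4.62 ± 0.11 (adjusted p = 1.62e-05) and Krt18 by 4.42 ± 0.35 (adjusted p = 0.000431). Also higher in macro were Pdgfc (4.24 ± 0.25), Cxcl2 (3.99 ± 0.21), Il6 (3.90 ± 0.24), Piezo2 (3.73 ± 0.20), the receptor gene Flt4 (3.69 ± 0.31) and Slpi (3.69 ± 0.30). Genes that fell were Vsnl1 (-3.58 ± 0.19), Grp (-3.52 ± 0.31), Gria1 (-3.32 ± 0.26), Adam33 (-3.29 ± 0.20), the muscle actin gene Actc1 (-3.29 ± 0.16) and Kif26a (-3.22 ± 0.26). Cxcl10 (1.38 ± 0.16), Cxcl9 (1.27 ± 0.17), Tnc (1.01 ± 0.13) and Thbs2 (1.56 ± 0.27) rose, but another Cxcl9 probe set was not called (0.39, adjusted p = 0.0816). So did Lox (0.86 ± 0.22) and Serpinb2 (0.81 ± 0.20), each with its call lost in 5 of 6 fits without 1 of the MDA-LM2 micro or macro replicates. Acta2 did not pass (-0.34 ± 0.10, adjusted p = 0.0635), whereas it fell on a probe set that cannot be shared (-2.62). In all, 2843 genes passed, 1683 higher and 1160 lower, with 1857, 1701 and 1879 without MDA-LM2 macro replicates 1, 2 and 3.

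Of the lists in the MDA-LM2 stage comparison, 20 were higher and 6 lower in macro. Smooth muscle markers were lower and mesothelial markers higher, and both held with an estimated correlation (adjusted p = 3.04e-11 and 8.24e-11, and 0.0473 for each). Of 15 smooth muscle markers 8 fell and 0 rose (13 fell over the list alone), including Myh11 (-2.37 ± 0.18) and Lmod1 (-2.30 ± 0.19), and of 16 mesothelial markers 13 rose and 0 fell, including Krt8 (3.44 ± 0.21) and Wt1 (3.27 ± 0.24). Pericyte markers were lower (11 of 18 fell, as over the list alone, adjusted p = 2.97e-08, 0.21 with an estimated correlation), with Cox4i2 at -2.75 ± 0.31. Contractile genes were as well (10 of 22 fell and 2 rose, 13 and 3 over the list alone, adjusted p = 4.61e-05, 0.109 with an estimated correlation). Mitosis genes (24 of 29 rose), type I interferon genes (16 of 28 rose), the IL-1 and NF-kB response (14 of 26 rose) and immediate early genes (15 of 25 rose) were higher. Examples were Mki67 (2.34 ± 0.16), Oas1a (2.07 ± 0.19), Tnfaip3 (2.86 ± 0.23) and Nr4a2 (2.84 ± 0.14). Over the list alone 27, 21, 17 and 16 of their members rose. Their adjusted p was 7.54e-15, 4.33e-10, 1.74e-07 and 8.7e-08, and 0.0773, 0.21, 0.109 and 0.142 with an estimated correlation. Alveolar fibroblast markers were lower (13 of 18 fell, 16 over the list alone, adjusted p = 1.6e-11, 0.124 with an estimated correlation), such as Slc7a10 (-2.55 ± 0.23). Macrophage and monocyte markers were higher (4 of 20 rose, adjusted p = 0.0332, 0.473 with an estimated correlation), but not without MDA-LM2 micro replicates 1 or 2 or MDA-LM2 macro replicate 2 (0.0579 to 0.105).

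Whether the stage effect differed between the lines was tested directly on the 12 metastasis arrays, where a negative value means a smaller rise or larger fall with MDA-LM2. Among the most negative values were those of Map3k7cl (-3.22 ± 0.35, adjusted p = 0.00323), the Notch target gene Hey2 (-2.62 ± 0.37, adjusted p = 0.0105) and the receptor component gene Ramp1 (-2.49 ± 0.33, adjusted p = 0.009). Parm1 (-2.66 ± 0.34) and Slc11a1 (-2.51 ± 0.49) were negative as well. Tmie (-3.0 ± 0.28) was among them, but it stood at -0.68 (adjusted p = 0.493) on a probe set that cannot be shared. On the positive side were Alas2 (1.86 ± 0.36), Aqp5 (1.76 ± 0.27), the glutathione transferase gene Gsta4 (1.65 ± 0.21), Glb1l2 (1.60 ± 0.28), and Prkg2 (1.57 ± 0.28). Smaller positive values were those of the membrane linker gene Ezr (1.48 ± 0.20), Disp2 (1.48 ± 0.28), the cytokine gene Il16 (1.26 ± 0.22), Syt17 (1.23 ± 0.18) and the adhesion molecule gene Alcam (1.22 ± 0.20). Acta2 had a value of -0.93 ± 0.15 (adjusted p = 0.0215), and of -2.59 on a probe set that cannot be shared. Neither Cxcl10 (-1.37 ± 0.36, adjusted p = 0.131) nor Cxcl9 (-1.15 ± 0.26, adjusted p = 0.0794) passed, so their rise with stage was not shown to differ between lines.

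In all, 103 genes passed the interaction test, 28 positive and 75 negative, and 188 on the mean of all probe sets. The count fell to 67 without MDA micro replicate 2, 57 without MDA-LM2 micro replicate 3, 44 without MDA macro replicate 3, and 47, 50 and 57 without MDA-LM2 macro replicates 1, 2 and 3. Of 17 named genes 8 kept their call in each of the 12 fits without 1 array, and Acta2, Alas2, Alcam, Aqp5, Disp2, Glb1l2, Il16, Prkg2 and Slc11a1 did not. Smooth muscle markers were lower and held with an estimated correlation (adjusted p = 1.09e-17, and 0.00297): 6 of 15 were negative and 0 positive (11 negative over the list alone), including Kcnmb1 (-2.34 ± 0.22), Lmod1 (-1.92 ± 0.31) and Des (-1.68 ± 0.28). Pericyte markers were lower (5 of 18 negative, 13 over the list alone, adjusted p = 1.09e-17, 0.192 with an estimated correlation), with Rgs5 at -2.35 ± 0.32 and Notch3 at -2.16 ± 0.38. Contractile genes were lower too (5 of 22 negative, 12 over the list alone, adjusted p = 2.29e-12, 0.0996 with an estimated correlation). The same held for ductal and alveolar myofibroblast markers (2 of 13 negative, 7 over the list alone, adjusted p = 0.00143, 0.192 with an estimated correlation), with Mustn1 at -1.31 ± 0.17.

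Other lists passed the interaction test with fewer members called. The type I interferon response (adjusted p = 0.000221, 0.407 with an estimated correlation) and mitosis genes (adjusted p = 0.00129, 0.272 with an estimated correlation) were lower, with Rsad2 at -0.94 ± 0.30 and not called, and Top2a at -1.13 ± 0.15. Proteoglycan genes were lower (adjusted p = 0.000304, 0.192 with an estimated correlation), with 2 of 20 negative, Gpc6 (-1.60 ± 0.29) and Sdc1 (-1.14 ± 0.19). Mesothelial markers were higher (median 0.74, adjusted p = 5.48e-05, 0.265 with an estimated correlation) with 0 of 16 called, and Wt1 stood at 1.30 ± 0.41. Basement membrane genes were lower (adjusted p = 0.0191, 0.192 with an estimated correlation), but not without MDA-LM2 macro replicate 1 (0.0735), and Col18a1 stood at -1.16 ± 0.22. CXCR3 ligands were lower (adjusted p = 0.023, 0.272 with an estimated correlation), but not without MDA-LM2 micro replicate 1 (0.0605), MDA macro replicate 2 (0.0908) or MDA-LM2 macro replicate 1 (0.0537). MHC class I genes were lower (adjusted p = 0.0253, 0.407 with an estimated correlation), but not without MDA-LM2 micro replicate 1, MDA macro replicates 1 or 2 or MDA-LM2 macro replicates 1 or 3 (0.0632 to 0.108). Fibrillar collagens were lower (adjusted p = 0.0369, 0.433 with an estimated correlation), with Col5a3 at -1.73 ± 0.29, but not without MDA micro replicate 1, MDA-LM2 micro replicates 1 or 2, MDA macro replicates 1 or 2 or MDA-LM2 macro replicates 1 or 2 (0.0506 to 0.179). Cholesterol synthesis genes were higher (adjusted p = 0.0431, 0.53 with an estimated correlation), but not without MDA micro replicate 1, MDA-LM2 micro replicates 2 or 3, MDA macro replicates 1, 2 or 3 or MDA-LM2 macro replicates 1 or 2 (0.0525 to 0.227).

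**Figure D3:**
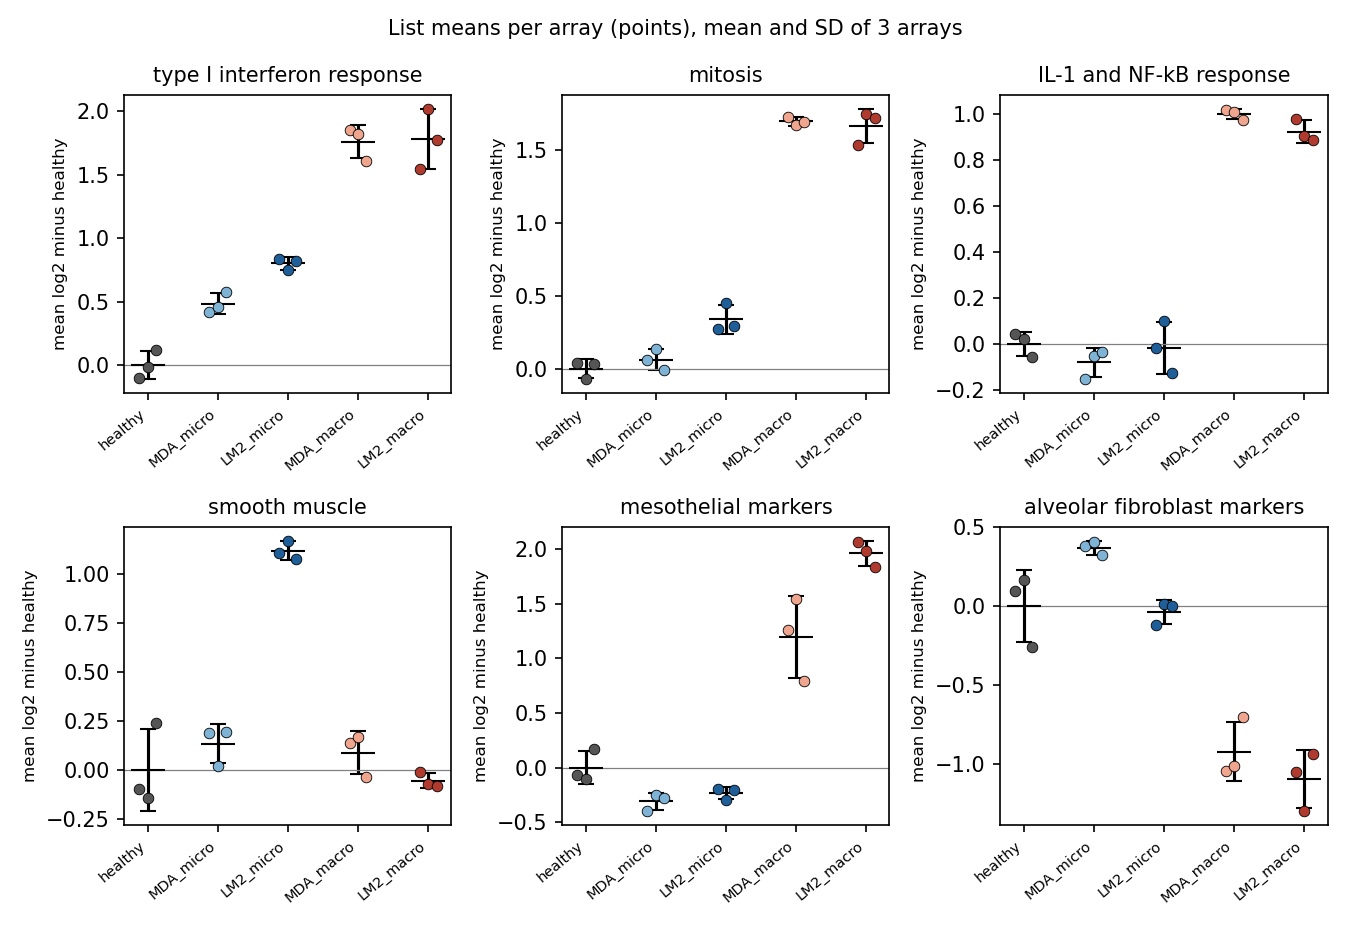
Mean log2 expression of 6 gene lists on each array, relative to the mean of the healthy arrays. The lists are the type I interferon response, mitosis, the IL-1 and NF-kB response, smooth muscle, mesothelial and alveolar fibroblast markers.

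Over both lines, 6 macro arrays were compared with 6 micro arrays, which gave the most arrays for the stage effect. Gpm6a (4.49 ± 0.22, adjusted p = 4.87e-08), Cxcl2 (4.48 ± 0.21, adjusted p = 3.66e-08), Ptgs2 (4.27 ± 0.21, adjusted p = 4.03e-08) and Il6 (4.11 ± 0.16, adjusted p = 9.39e-09) rose. Kdr (4.03 ± 0.19), Pdgfc (4.02 ± 0.23), Krt18 (3.85 ± 0.28), Piezo2 (3.64 ± 0.14), Rgs16 (3.54 ± 0.21) and Adam12 (3.49 ± 0.19) rose as well. Gria1 (-3.18 ± 0.23), Vsnl1 (-3.07 ± 0.23), Slc7a10 (-2.92 ± 0.17), Kank3 (-2.87 ± 0.17), Actc1 (-2.82 ± 0.17) and the neuropeptide Y receptor gene Npy1r (-2.80 ± 0.18) fell. Cxcl10 (2.07 ± 0.26, adjusted p = 8.08e-05), Cxcl9 (1.84 ± 0.21, adjusted p = 3.12e-05), Thbs2 (2.03 ± 0.23) and Tnc (1.03 ± 0.08) rose, Pdgfra fell (-0.57 ± 0.09) and Pdgfrb rose (0.42 ± 0.10). In all, 5657 genes passed, 3413 higher and 2244 lower in macro, of which 1097 changed at least 2-fold. All 25 called named genes of this comparison kept their call in each fit without 1 array. Acta2 did not pass (0.12 ± 0.15), and it fell on a probe set that cannot be shared (-1.33, adjusted p = 0.0248).

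Lists that held with an estimated correlation were most frequent in this stage comparison, with 9 of 25 called lists. They were the IL-1 and NF-kB response, the TGF-beta response and mitosis genes (each 0.0156), other chemokines, DNA replication genes and immediate early genes (each 0.0192), the matrix genes picked by the study (0.021), the interferon-gamma response and alveolar fibroblast markers (each 0.0464). In the IL-1 and NF-kB response 18 of 26 genes rose and 1 fell, with Tnfaip3 at 2.93 ± 0.15, and in the TGF-beta response 20 of 27 rose and 1 fell, with Tgfb1 at 2.18 ± 0.17. Of 29 mitosis genes 27 rose, with Mki67 at 2.90 ± 0.21, of 22 other chemokines 12 rose, with Ccl2 at 3.21 ± 0.28, and of 25 immediate early genes 18 rose, with Nr4a2 at 3.05 ± 0.13. In the interferon-gamma response 17 of 23 rose and 1 fell, with Irf1 at 1.28 ± 0.11, and of 18 alveolar fibroblast markers 16 fell and 1 rose, with Fgfr4 at -2.46 ± 0.20. Airway epithelial markers were lower (adjusted p = 0.0374, 0.31 with an estimated correlation), but not without MDA micro replicate 3 (0.0797), MDA-LM2 micro replicate 3 (0.0509) or MDA macro replicate 2 (0.0631), and Scgb1a1 fell (-3.11 ± 0.77). Pericyte markers were lower (adjusted p = 0.0169, 0.564 with an estimated correlation), but not without MDA-LM2 micro replicates 2 (0.0505) or 3 (0.0509) or MDA-LM2 macro replicate 2 (0.0723), and Vtn fell (-1.71 ± 0.31).

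Over the 10 comparisons, 14 of 174 list calls held with an estimated correlation. In 0 of these 174 lists did the median, the mean and the test differ in sign, as they did in 53 of 266 lists that were not called, such as proteoglycan genes in MDA macro against healthy (median -0.40, mean 0.09, test lower).

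Genes induced in common were sought among those higher than healthy by at least 2-fold, 76 in MDA-LM2 micro, 649 in MDA macro and 760 in MDA-LM2 macro. Of the 76 genes, 24 were also higher in both macro groups, where 2.13 would be expected by chance. They included Cxcl10, Cxcl9, the interferon genes Ifit1, Ifit3, Irf7, Oas1a and Zbp1, the matrix and protease genes Adam12, Col18a1, P4ha3 and Ctsc, and the actin-binding protein genes Actn1 and Pdlim3. Simulated unchanged groups that shared the 3 healthy arrays gave an overlap of 0 on average and of at most 0. Such groups yield almost no calls, so this value says nothing about what shared controls add. The count without healthy replicates 1, 2 and 3 was 1, 1 and 8, and 0, 3 and 2 without MDA-LM2 micro replicates 1, 2 and 3. Among genes at least 2-fold lower than healthy, 3 of 14 in MDA-LM2 micro were lower in both macro groups, beside 0.288 expected. All of these comparisons used the same 3 healthy arrays, which are too few to split between them, so part of the excess may come from the shared controls.

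Fold changes against healthy were correlated between groups over all genes, Cxcl9 and Cxcl10 included, although genes are not independent replicates. MDA macro and MDA-LM2 macro correlated at r = 0.899 (covariance 0.292), beside r = 0.475 and a covariance of 0.0238 on average in simulated unchanged groups that shared healthy arrays (at most 0.949 and 0.0843). MDA-LM2 micro correlated with MDA macro at r = 0.421 (covariance 0.0762) and with MDA-LM2 macro at r = 0.397 (covariance 0.0777). Only the covariance of the macro groups exceeded each simulated value.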

Values the study reported

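The study reported 115 genes induced in fibroblasts from lungs with MDA-LM2 micrometastases. Of these, it found 50 that were also induced in fibroblasts from lungs with macrometastases of both lines. The fold threshold behind these lists was not stated in the text.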

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

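The tests of explanations for the smooth muscle, mesothelial and immediate early patterns were all chosen only after the results were seen, as were the splits within stages, whereas the other counts over splits of the arrays were planned. Groups of 3 arrays were too small to search for single arrays far from the others.

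The results singled out here all differed between the lines: the change from micro to macro with MDA-LM2 minus that with MDA passed a direct test in 103 genes. Log2 values of named genes were 1.86 for Alas2, 1.76 for Aqp5, 1.65 for Gsta4, 1.60 for Glb1l2, 1.57 for Prkg2, 1.48 each for Ezr and Disp2, 1.26 for Il16, 1.23 for Syt17 and 1.22 for Alcam. On the other side they were -3.22 for Map3k7cl, -3.0 for Tmie, -2.66 for Parm1, -2.62 for Hey2, -2.51 for Slc11a1, -2.49 for Ramp1 and -0.93 for Acta2. Lists with a more negative stage effect with MDA-LM2 were smooth muscle and pericyte markers (adjusted p = 1.09e-17 each), contractile genes (2.29e-12), type I interferon genes (0.000221), proteoglycan genes (0.000304), mitosis genes (0.00129), ductal and alveolar myofibroblast markers (0.00143), basement membrane genes (0.0191), CXCR3 ligands (0.023), MHC class I genes (0.0253) and fibrillar collagens (0.0369). Mesothelial markers (5.48e-05) and cholesterol synthesis genes (0.0431) had a more positive one. Of these 13 lists, only smooth muscle markers held with an estimated correlation (the others 0.0996 to 0.53). Basement membrane, cholesterol synthesis and MHC class I genes, CXCR3 ligands and collagens lost their call without some arrays.

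For the stage effect over both lines, 1 of 100 splits of the 12 metastasis arrays, the real one, gave as many as 5657 genes. The highest other split gave 263. Chance is thus an unlikely source of this count, within the limit of 100 splits. For the interaction (103 genes) the real split was also the only 1 of 100. The highest other split was 11 with macro and micro arrays mixed and 27 with lines exchanged within each stage. Such splits put the stage or line effect into the residual, so chance could not be excluded there. For comparisons of 3 arrays with 3, the 10 splits are too few for a share under 0.05. There the real count was the only one as large, with 0 as the highest of the other splits, for MDA-LM2 micro against healthy (106) and MDA micro (75), MDA macro (2770) and MDA-LM2 macro (4115) against healthy, MDA-LM2 macro against MDA macro (2), and the stage effect with MDA (3346) and MDA-LM2 (2843). For MDA micro against healthy, where limma called 0 genes, all 10 splits gave 0.

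The first pattern was the higher level of smooth muscle genes in MDA-LM2 micro than in MDA micro, where Myh11 stood at 13.28 against 11.98, Tagln at 13.34 against 12.50 and Cnn1 at 12.07 against 10.14. More smooth muscle cells in the sorted fraction are a candidate explanation: channel and receptor genes of smooth muscle outside the contractile filaments had a median of 0.44, at percentile 100 of random lists, with 9 of the 10 positive, only P2rx1 called (1.80), Ryr2 at -0.31 and 3 also in the pericyte list. The sort gate would not remove such cells if they carry Pdgfrb, and 13 of the 15 smooth muscle markers lay above the median of all genes in healthy fibroblasts. A contractile change within fibroblasts was not excluded either, since cytoskeletal targets of serum response factor had a median of 0.13, at percentile 98.1, but 8 of the 11 are also contractile list members. Both medians lay far below the 1.15 of smooth muscle markers. Both may apply, and a true difference between the lines stays open as untested.

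The second pattern was the higher level of mesothelial genes in both macro groups, where Krt18 rose from 6.34 in healthy to 9.72 in MDA macro and 11.04 in MDA-LM2 macro, and Gpm6a from 6.89 to 9.78 and 10.85. A lower share of fibroblasts, which raises markers of all other cell types, stays open. The mesothelial mean exceeded that of pericyte and smooth muscle markers by 1.43 ± 0.43 and 1.11 ± 0.33 in MDA macro. In MDA-LM2 macro it did by 2.76 ± 0.49 and 2.01 ± 0.42 (SE over members, not arrays). From Schwann cell markers it differed by 0.66 ± 0.46 and 1.33 ± 0.56. As 13 of 15 smooth muscle markers were bright in healthy arrays, they need not rise alike. Mesothelial cells in the sorted fraction are a candidate explanation. Of the 16 markers, 0 are in another list and 3 lay above the median of all genes in healthy fibroblasts. The gate against CD45, CD11b, CD31 and CD326 would not remove such cells unless the gate for PDGF receptors does. Induction of these genes in fibroblasts by stage stays open as untested.

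The third pattern was the higher level of immediate early and inflammatory genes in macro than in micro groups. Longer or harsher digestion of macrometastatic lungs may contribute, since heat shock genes were higher in macro as well (median 0.22, percentile 98.3 of random lists). Digestion as the source of the rise of Cxcl9 and Cxcl10 in MDA-LM2 micro is argued against, because the immediate early list was lower there than in healthy lungs (median -0.32). In MDA-LM2 micro the call of the list was lost with an estimated correlation (adjusted p = 0.105). All MDA-LM2 micro arrays (-0.443 to -0.406) lay below the healthy ones (-0.153 to 0.092). A response of fibroblasts to the stage itself stays open as untested.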

How the results depend on the processing

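Every alternative had been chosen before the data were examined. Over all settings 18374 values kept their side of the threshold or, for counts, stayed near the main count. The direction of genes called in neither fit was not compared. A further 1583 values kept direction but lost the threshold, and 81 passed it newly. In addition, 67 counts moved, and 6 values of genes called in either fit reversed. Where a count moved, the cause was not tested unless stated.

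With all 15 arrays in one fit the counts were 22 for MDA micro and 322 for MDA-LM2 micro against healthy, 231 for MDA-LM2 micro against MDA micro, 64 for MDA-LM2 macro against MDA macro and 39 for shared induction. The mean of all probe sets gave 122 for MDA-LM2 micro against MDA micro, 21 for MDA-LM2 macro against MDA macro and 188 for the interaction. Trend and robust settings gave 117 for MDA-LM2 micro against MDA micro and 1 for MDA-LM2 macro against MDA macro, where the filter on dim genes gave 27 and leaving out probe sets that can be shared gave 0. Tested as probe sets, of which there are more than genes, the counts were 5881 for MDA macro and 9006 for MDA-LM2 macro against healthy, 7632 and 6582 for the MDA and MDA-LM2 stage effects, 191 for the interaction and 13808 for stage over both lines. The minimum of 2-fold, which can only lower a count, gave 1122, 1349, 1230, 1158 and 1097 for these apart from the interaction, and shared induction without a fold minimum was 40.

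Replicate numbers did not pair the arrays: residuals of equal number correlated from -0.065 to 0.074. With a replicate block the counts were 0 for MDA-LM2 micro against healthy and against MDA micro, 0 for MDA-LM2 macro against MDA macro and 0 for shared induction, and fewer residual degrees of freedom go with the block. It also ended 4 list calls, pericyte markers in MDA-LM2 micro against healthy, CXCR3 ligands and MHC class I genes in MDA-LM2 micro against MDA micro, and oxidative phosphorylation in MDA-LM2 macro against MDA macro.

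Without 1 array, where fewer arrays widen the error, counts ran from 0 to 0 for MDA micro, 0 to 46 for MDA-LM2 micro, 1529 to 2143 for MDA macro and 2433 to 3317 for MDA-LM2 macro against healthy. They ran from 0 to 33 for MDA-LM2 micro against MDA micro, 0 to 0 for MDA-LM2 macro against MDA macro, 2138 to 2626 and 1701 to 2511 for the MDA and MDA-LM2 stage effects, 44 to 112 for the interaction, 5019 to 5459 for stage over both lines and 0 to 25 for shared induction.

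Without probe sets that can be shared, Acta2 reversed to -0.45 in MDA-LM2 macro against healthy, -0.03 in the MDA stage effect and -1.33 in stage over both lines, as another probe set stood for the gene. A further probe set that cannot be shared gave 0.31 and 0.27 in the first and second of these, so the sign there rests on the probe set chosen. On another bright probe set against healthy, Lox was called at 1.25 in MDA macro and 1.18 in MDA-LM2 macro. A dim Lox probe set (mean log2 value 5.73) was not called, at 0.05 and 0.23. On other probe sets in these comparisons, Pdgfra stood at -1.08 and -0.98 and Pdgfrb at 1.09 and 0.53. Angptl4 reversed to -0.04 in the MDA and Ager to 0.19 in the MDA-LM2 stage effect, and Sdha to 0.05 in stage over both lines. Of 174 list calls, 14 held with an estimated correlation, 136 with fry, 168 with fgsea and 170 in a fit of all 15 arrays. With deposited values alone, no dim gene could be called absent.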

Other observations

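Clock genes were looked up after Npas2 and Hlf had been named, so the choice of genes was made after their values were seen, and no explanation was tested. From micro to macro over both lines, 8 of the 14 passed: Hlf changed by -2.27, Per2 by -1.41, Nr1d1 by -0.99, Dbp by -0.78, Tef by -0.67, Clock by -0.51, Per1 by 1.02 and Nfil3 by 0.70. Npas2 (0.34), Arntl (0.12), Ciart (0.09), Nr1d2 (-0.31), Cry1 (-0.39) and Per3 (-0.81) did not pass. Against healthy, Npas2 stood at -2.13 in MDA-LM2 micro (adjusted p = 0.00918), -1.49 in MDA micro (adjusted p = 0.0911), -1.32 in MDA macro and -1.62 in MDA-LM2 macro.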
